# Ageing affects DNA methylation drift and transcriptional cell-to-cell variability in mouse muscle stem cells

**DOI:** 10.1038/s41467-019-12293-4

**Published:** 2019-09-25

**Authors:** Irene Hernando-Herraez, Brendan Evano, Thomas Stubbs, Pierre-Henri Commere, Marc Jan Bonder, Stephen Clark, Simon Andrews, Shahragim Tajbakhsh, Wolf Reik

**Keywords:** Computational biology and bioinformatics, Epigenomics, Gene expression, Transcription, Ageing

## Abstract

Age-related tissue alterations have been associated with a decline in stem cell number and function. Although increased cell-to-cell variability in transcription or epigenetic marks has been proposed to be a major hallmark of ageing, little is known about the molecular diversity of stem cells during ageing. Here we present a single cell multi-omics study of mouse muscle stem cells, combining single-cell transcriptome and DNA methylome profiling. Aged cells show a global increase of uncoordinated transcriptional heterogeneity biased towards genes regulating cell-niche interactions. We find context-dependent alterations of DNA methylation in aged stem cells. Importantly, promoters with increased methylation heterogeneity are associated with increased transcriptional heterogeneity of the genes they drive. These results indicate that epigenetic drift, by accumulation of stochastic DNA methylation changes in promoters, is associated with the degradation of coherent transcriptional networks during stem cell ageing. Furthermore, our observations also shed light on the mechanisms underlying the DNA methylation clock.

## Abstract (web summary)

Age-related tissue alterations have been associated with a decline in stem cell number and function. Here the authors report a single cell multi-omics study of mouse muscle stem cells, combining single cell transcriptome and DNA methylome profiling and find that aged cells have a global increase of uncoordinated transcriptional heterogeneity biased towards genes regulating cell-niche interactions.

## Introduction

Epigenetic alterations have been proposed to be a major cause of age-related decline in tissue function^1^. Changes in DNA methylation are well correlated with ageing, and methylation of specific loci has been used to predict age in a large number of tissues^1,2^. Epigenetic-based age predictive models, also referred to as epigenetic clocks, have been widely applied in the last few years and are believed to reflect chronological aging^3^. Despite their accuracy, the mechanisms underlying these models are largely unknown^2,3^.

Notwithstanding the close associations with age, age-related methylation changes are poorly correlated with transcriptional variation, presumably because the changes are generally small and may not occur homogeneously in all cells^2^, a phenomenon also known as epigenetic drift. Although epigenetic drift has long been hypothesised to be an important hallmark of ageing^4^, this proposal has been challenging to test because of technical constraints. However, powerful combined single cell methods^5,6^ are now available, and epigenetic changes during ageing together with their functional consequences can now be read out in single cells^7^.

Degenerative changes in tissue-specific stem cells have been proposed to be a major cause of age-related decline in tissue function^8^. While several reports indicate a loss of clonal diversity during early life stages^9–11^, little is known about how cell-to-cell variability at the molecular level is involved in stem cell ageing. Here, we performed parallel single-cell DNA methylation and transcriptome sequencing (scM&T-seq) on the same cell^6^ to investigate how ageing affects transcriptional and epigenetic heterogeneity of tissue-specific stem cells, using mouse muscle stem cells as a model. Muscle stem cells express the transcription factor *Pax7*^12^ and are largely quiescent in adult muscles. They activate upon injury to differentiate and fuse to form new fibres, or self-renew to reconstitute the stem cell pool^12^. Age-associated muscle defects have been attributed to a decrease in stem cell number together with impaired regenerative potential^13^. In addition, clonal lineage-tracing of mouse muscle stem cells showed that population diversity is unaltered during homoeostatic ageing^14^.

Here, by combined single-cell transcriptome and DNA methylome profiling in muscle stem cells, we show a global increase of uncoordinated transcriptional heterogeneity and context-dependent alterations of DNA methylation with age. Notably, old cells that change the most with age reveal alterations in the transcription of genes regulating cell-niche interactions. These findings show linked increases in heterogeneity between the epigenome and the transcriptome, with consequent degradation of coherent transcriptional networks and stem cell functional decline during ageing.

## Results

### Transcriptomic profiling of young and old muscle stem cells

Muscle stem cells with high expression of *Pax7* were shown to be in a deep quiescent, or dormant, state^15,16^. To investigate the molecular effects of ageing in a defined population that is less poised to enter the cell cycle, we isolated single muscle stem cells by fluorescence-activated cell sorting (FACS) from young (1.5 months) and old (26 months) *Tg:Pax7-nGFP* mice^17^ and selected those with high levels of GFP, to which we applied scM&T-seq (Fig. 1a). Importantly, this approach allows us to study variability while minimising key confounder factors such as differences in cell cycle or differentiation states between ages.

**Fig. 1:**
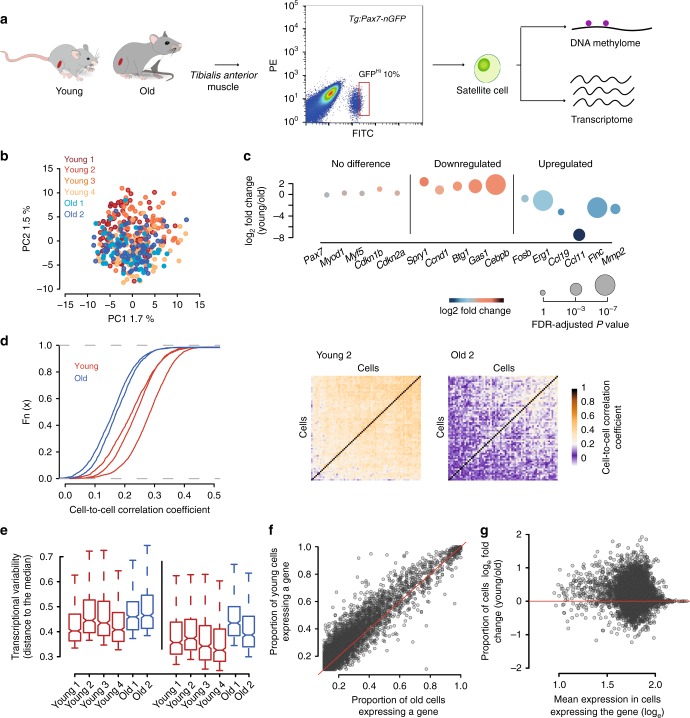
Aged muscle stem cells have increased cell-to-cell transcriptional variability. **a** Experimental scheme. Single cells were isolated from *Tg:Pax7-nGFP* young and old mice and subjected to parallel single-cell methylation and RNA sequencing. **b** Principal Component Analysis (PCA) of a total of 377 cells from young (*n* = 4) and old (*n* = 2) individuals. **c** Selected markers and differentially expressed genes between young and old cells. Source data are provided in Supplementary Data 1. **d** Cumulative distribution of cell-to-cell Spearman correlation values per individual (left) showing that transcriptional heterogeneity dramatically increases with age. Heatmap showing cell-to-cell Spearman correlation values from a young and an old mouse (right). **e** Distance to the median of the top 500 most variable genes among all genes (left) and of the top 500 most variable genes among the 5127 common genes expressed in the six individuals (right). For all boxplots, the box represents the interquartile range and the horizontal line in the box represents the median (*n* = 500). **f** Frequency of gene expression in young and old cells. Note that the proportion of cells expressing a given gene is reduced in old cells. **g** Independence between frequency of gene expression differences and gene expression level

After quality control and filtering, a total of 377 transcriptomes from four young and two old mice were analysed. 

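The authors deposited the raw number of reads on each gene in each of these 377 cells, from full-length cDNA of single Pax7 Hi cells of the tibialis anterior muscle, a muscle of the lower leg. They trimmed the paired-end reads, aligned them with HiSat2 to the mouse genome build GRCm38 and counted them per gene in SeqMonk, without normalization. The table holds 25952 genes with their chromosome and start, and no mitochondrial genes. The cells came from 4 young mice, labelled Y4 (60 cells), Y5 (44), Y7 (74) and Y8 (75), and 2 old mice, labelled O1 (56) and O5 (68). For these cells the paper gives ages of 1.5 and 26 months, and for the mice of the whole study ranges of 1.5–2.1 and 23.3–27 months, which include the 2 and 24 months of the sample labels. Young cells had between 102044 and 626142 reads on genes, with a median of 276146, and old cells between 101755 and 462208, with a median of 250910. Summed over its cells, a mouse had from 9793506 reads (Y5) to 26691841 (Y8). The libraries carry no molecular identifiers, so a read is not an independent molecule. The column names place Y4, Y5 and Y8 on sequencing lane 3, and Y7 with both old mice on lane 2, so that Y7 is the one young mouse sequenced beside old ones. Levels are given as RPM per cell, the unit of the paper's methods, and summed counts of a mouse as CPM. Because cells of one mouse are not independent, each mouse gave 1 value per measure, and ages were compared by an exact two-sided permutation test of the mouse labels. With 4 mice against 2 this test, in the two-sided form used here, cannot give a p below 0.133. For single genes, reads were summed over the cells of each mouse and compared with edgeR's quasi-likelihood test with TMM normalization and Benjamini-Hochberg adjustment.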

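For the principal components, the 1000 genes with the largest distance to the median over all 377 cells were used, as log2(RPM + 1), centred on each gene's median. PC1 held 3.36% of the variance and PC2 1.75%. On PC1 the mean positions of the old mice, 0.0639 (O1) and 0.0966 (O5), lay between those of the young mice, which ran from −0.442 (Y4) to 0.355 (Y8). PC2 had O1 at 0.289 and O5 at −0.0367, again inside the young range of −0.555 (Y5) to 0.665 (Y8). With the study's own list of genes, O1 on PC2 (0.593) lay above the highest young mouse (Y8, 0.506), and the difference between the ages was 0.596 (exact two-sided permutation test, n = 4 and 2 mice, p = 0.267). With the genes chosen here, the difference between the ages had p = 0.8 on PC1 and p = 0.533 on PC2 (exact two-sided permutation tests, n = 4 and 2 mice). Y7, on the lane of the old mice, had a PC1 position of 0.117 and a PC2 position of −0.475. The sign of a component is arbitrary and was set so that old mice have the higher mean. Within each mouse, PC2 fell with the number of genes detected in a cell, with a Spearman rho across cells between −0.571 (O1) and −0.778 (Y8). The difference between the ages on PC2, 0.234, was 0.916 without Y8 and changed sign without Y5 (−0.111) and without O1 (−0.0305).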

Young (*n* = 253) and old (*n* = 124) cells from different individuals clustered together, respectively, indicating no global differences with age and absence of sequencing-related batch effects (Fig. 1b). 

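Cyclone, which scores each cell by pairs of marker genes whose order changes between phases, was run on the deposited reads with its mouse marker pairs, of whose 667 genes 620 were matched by name. It placed 376 of the 377 cells in G1 and 1 cell, from young mouse Y5, in G2M with a score of 0.650 against 0.310 for G1. That cell had 241921 reads on 1905 genes, and none on *Mki67*, *Top2a*, *Ccnb1* or *Cdk1*. All 124 old cells were called G1. Of the 377 cells, 367 had no read on any of these 4 genes, 9 had reads on 1 of them and 1 had reads on 2. The number of cells outside G1 was also 1 with every cell thinned to 100000 reads and among the cells with at least 200000 reads.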

We also assigned a cell cycle stage^18^ to each cell and observed that, with the exception of one cell from sample Young 2, cells were unlikely to be cycling at the time of isolation, and showed no differences between ages (Supplementary Fig. 1). Measures of cell cycle entry through BrdU uptake in vivo are also in agreement with this observation, supporting the deep quiescent state of these cells (Supplementary Fig. 2). Furthermore, we did not observe significant differences in the levels of *Pax7*, the myogenic factors *Myod* and *Myf5* and the cell cycle inhibitor *Cdkn1b (p27)*, nor of senescent markers such as *Cdkn2a (p16INK4a/p14arf)*, suggesting that some molecular signatures are conserved between the analysed cell populations (Fig. 1c). Nevertheless, 940 genes were differentially expressed between young and old individuals (SCDE, FDR *P* < 0.05, Supplementary Data 1, Supplementary Fig. 3), with small differences in some cases; *Spry1*, which is a key factor for maintaining quiescence^19^, and the cell cycle regulators *Ccnd1* (*Cyclin D1*), *Btg1* and *Gas1* were down-regulated, while ageing markers such as the chemokine genes *Ccl11* and *Ccl19* were upregulated^16^ (Fig. 1c). Furthermore, we identified significant alterations in expression of genes not previously reported to change in expression with age, such as the early activation markers *Fosb* and *Egr1*^20^ and the metalloproteinase *Mmp2* (Fig. 1c).

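*Pax7* (chromosome 4, 139737062 to 139833528) was detected in 91.5% of young cells (mean of 4 mice) and 86.7% of old cells (mean of 2 mice), and its summed counts differed by a log2 fold change of 0.61 between old and young mice (standard error 0.38, adjusted p = 0.634, edgeR). For *Myod1* (chromosome 7, 46376474 to 46379099) the log2 fold change was 0.38 (standard error 0.60, adjusted p = 0.905, edgeR), and for *Myf5* (chromosome 10, 107482908 to 107486134) −0.14 (standard error 0.47, adjusted p = 0.963, edgeR). In limma on the mean log2 values of cells, *Pax7* and *Myod1* had the opposite sign, with −0.42 and −0.24. The share of cells with a *Myf5* read was 77.9% in young and 60.5% in old mice, and lower in both old mice (51.8% and 69.1%) than in each young mouse (74.3% to 80%). *Cdkn1b* had a log2 fold change of −0.93 (standard error 0.84, adjusted p = 0.789, edgeR), with reads in 19.8% of young and 12.4% of old cells. *Cdkn2a* had reads in 0 of 253 young cells and in 1 of 124 old cells, from O5, too few to be tested. For each of these 4 tested genes the summed counts, in CPM, of young and old mice overlapped.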

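The summed counts of 12576 genes were tested between the 2 old and 4 young mice. edgeR called 0 genes at an adjusted p under 0.05, while 1240 had an unadjusted p under 0.05. DESeq2 on the same sums called 544 genes, of which 192 were higher and 352 lower in old mice, and left 1239 genes without an adjusted p. limma on the mean log2 values of cells called 55. The paper's test, SCDE, takes cells as replicates. Each of the following genes was on the same side in both old mice as against all 4 young mice, except *Ccl11*. *Ccnd1* fell from 171 ± 65.8 CPM (SD, n = 4) to 21.7 ± 9.21 (SD, n = 2), a log2 fold change of −2.98 (standard error 0.59, adjusted p = 0.292, edgeR). DESeq2 gave *Ccnd1* an adjusted p of 3.2e-05. *Gas1* fell from 878 ± 409 to 204 ± 97.4 CPM, a log2 fold change of −2.11 (adjusted p = 0.340 in edgeR and 0.0029 in DESeq2). *Spry1* had a log2 fold change of −0.85 and *Btg1* of −1.03, with adjusted p of 0.488 and 0.451 in edgeR and of 0.234 and 0.159 in DESeq2. *Ccl19* rose by a log2 fold change of 3.59 (standard error 1.11, adjusted p = 0.377, edgeR), from 3.89 ± 3.26 to 46.9 ± 25.2 CPM. *Ccl11* had 23.1 CPM in O1 and 416 in O5, against 0 in Y4 and Y5, 7.18 in Y7 and 39.3 in Y8, so that its log2 fold change of 4.23 rested mostly on O5. It was 0.99 without O5 and 6.48 without Y8. From the genes called by its test, the paper concludes that expression differs between the ages, with small differences in some cases.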

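*Fosb* (chromosome 7, start 19302721) had 1537 ± 342 CPM in the young mice (SD, n = 4) and 3082 ± 137 in the old (SD, n = 2), a log2 fold change of 1.00 (standard error 0.30, adjusted p = 0.377, edgeR). *Egr1* (chromosome 18, 34859823 to 34864984) rose by a log2 fold change of 1.23 (standard error 0.40, adjusted p = 0.398, edgeR), from 2479 ± 948 to 5810 ± 2036 CPM. *Mmp2* (chromosome 8, start 92827328) rose by 2.39 on the log2 scale (standard error 0.74, adjusted p = 0.377, edgeR), and was detected in 51.5% of old against 22.2% of young cells. All 3 genes were higher in both old mice than in each young mouse. DESeq2 gave adjusted p values of 0.0276 for *Fosb*, 0.0576 for *Egr1* and 0.0199 for *Mmp2*. *Fosb* and *Egr1* also belong to a list of 26 genes of the response to cell isolation that was fixed before the data were examined. The median log2 fold change of this list was 0.14, with 18 genes higher and 8 lower in old mice (camera p = 0.081; fry p = 0.374).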

### Increased transcriptional variability with age

To investigate if ageing affects transcriptional heterogeneity of the stem cell pool, we calculated pairwise correlation coefficients between cells within each individual (see “Methods”) and observed that old individuals showed consistently lower correlation (1.3 mean-fold decrease, Mann–Whitney–Wilcoxon test; *P* < 2.2e-16, Fig. 1d), indicating a remarkably lower degree of similarity between cells and no obvious population substructure. 

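Within each mouse, the 500 genes with the largest distance to the median were taken and Spearman correlations of RPM computed between all pairs of its cells. The median gene of these lists had a read in 5.33% (Y8) to 9.09% (Y5) of young cells, 7.14% in O1 and 5.88% in O5. Many of the ranked values were therefore tied at 0, and the correlation depends largely on which rarely detected genes 2 cells share. The mean over pairs was 0.218 in Y4, 0.255 in Y5, 0.270 in Y7 and 0.231 in Y8, and 0.170 in O1 and 0.146 in O5. Young mice had 0.243 ± 0.0230 (SD, n = 4) and old mice 0.158 ± 0.0168 (SD, n = 2), a 1.54-fold difference. The exact two-sided permutation test gave p = 0.133, the smallest it can give with 4 mice against 2. The gap between the nearest mice of the 2 ages, Y4 and O1, was smaller than the range within the young mice. With every cell thinned to 100000 reads the ratio was 1.56. The choice of genes moved it most. With 1 list of 500 genes for all mice, the means were 0.244 in young and 0.238 in old mice (exact two-sided permutation test, n = 4 and 2, p = 0.667). Among cells matched on the number of genes detected, the ratio was 1.26, with 0.203 in young and 0.161 in old mice (exact two-sided permutation test, n = 4 and 2, p = 0.267), and the ages overlapped, since Y4 had 0.175 and O1 0.179. From the lower correlation in old individuals the paper reasons that their cells resemble each other less.

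**Figure D1:**
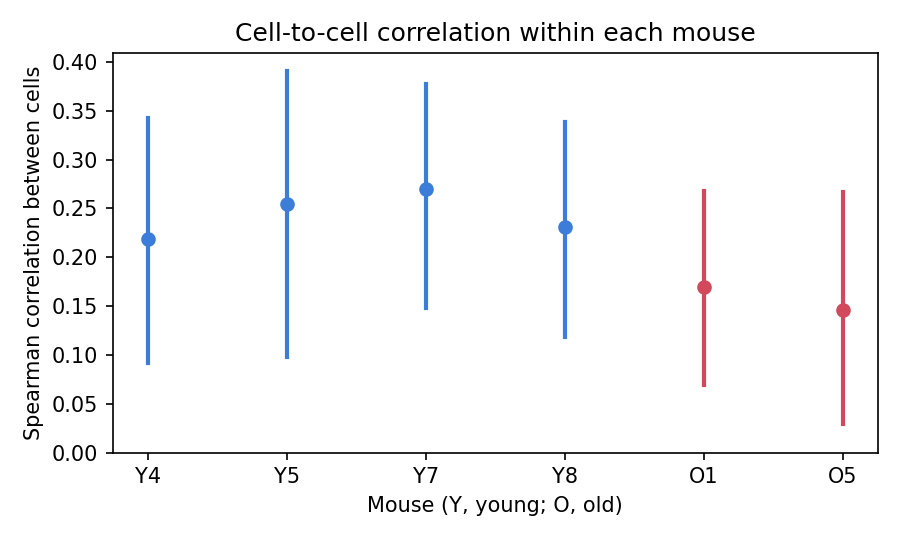
Spearman correlation between the cells of each mouse (y axis, no unit) for 4 young (blue) and 2 old (red) mice. Points give the mean over pairs of cells and lines run from the 5th to the 95th percentile of pairs. The means of O1 (0.170) and O5 (0.146) lie below those of the young mice, of which Y4 has the lowest (0.218).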

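Cohorts of 10 cells were drawn 1000 times from each mouse, and the mean correlation of each young cohort was set against that of an old cohort. Over the 8 pairs of a young and an old mouse, the young cohort had the higher mean in 99.2% of draws on average. The share ran from 95.6% for Y4 against O1 to 100% for Y5 and Y7 against O5. Cohort means reached from 0.147 to 0.308 in Y4 and from 0.119 to 0.222 in O1, so the draws of these 2 mice overlapped. After thinning every cell to 100000 reads, the lowest share was 90.7%, for the same pair. The draws repeat the cells of the same mice and give no p-value for age.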

Similar results were observed when performing the analysis on cohorts of 10 cells from the same individual where the mean correlation in young individuals was always higher than in old ones (*P* < 0.001) (Supplementary Fig. 4).

We also computed an expression-level normalised measure of gene expression heterogeneity (named distance to the median)^21^, which proved to be higher in old individuals (Mann–Whitney–Wilcoxon test; *P* < 2.2e-16, Fig. 1e), revealing a striking global increase of uncoordinated transcriptional variability with age. 

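The distance to the median of a gene is its log10 squared coefficient of variation over the cells of a mouse minus the rolling median of 100 genes of similar mean, here for genes with a mean of at least 10 RPM. Over the top 500 genes of each mouse, its median was 0.420 ± 0.0209 in young mice (SD, n = 4) and 0.448 ± 0.00998 in old mice (SD, n = 2; exact two-sided permutation test, p = 0.133, the smallest p possible). Y5 (0.44114) and O1 (0.441154) had nearly the same value, and the difference of 0.0285 was of the size of the spread between mice. Taking 44 cells from each mouse left a difference of 0.0184 (exact two-sided permutation test, n = 4 and 2, p = 0.8). A minimum mean of 50 RPM raised it to 0.0835. The number of genes with a mean of at least 10 RPM in every mouse was 4930, and over the top 500 of these the medians were 0.302 and 0.348 (exact two-sided permutation test, n = 4 and 2, p = 0.267). The 5 genes with the largest distance over all cells were *Reps2*, *Cxcl5*, *Flrt2*, *Grik5* and *Nwd1*, with reads in at most 20.0% of the cells of any mouse. From the higher distance the paper concludes that uncoordinated variability increases with age.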

Notably, the proportion of cells expressing a given gene (frequency of gene expression) was reduced with age (Mann–Whitney–Wilcoxon test; *P* < 2.2e-16, Fig. 1f), even for genes that did not significantly change mean expression levels (SCDE, FDR *P* > 0.05, Fig. 1f). 

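The frequency of gene expression was computed for the 5899 genes with a read in at least 10% of all cells. Its median over genes was 21.7% in Y4, 25.0% in Y5, 27.0% in Y7 and 20.0% in Y8, and 17.9% in O1 and 19.1% in O5. The mean of young mice was 23.4 ± 3.18% (SD, n = 4) and that of old mice 18.5 ± 0.891% (SD, n = 2; exact two-sided permutation test, p = 0.133, the smallest p possible). Of these genes, 78.01% had a lower frequency in old mice. Among the 2431 genes with an unadjusted edgeR p over 0.5 in the summed counts, 82.1% had a lower frequency, with medians of 22.1% and 17.6%. For genes with a read in at least 50% of cells the medians were 72.2% and 64.9% (exact two-sided permutation test, n = 4 and 2 mice, p = 0.267). The median number of genes detected per cell was 2087 ± 278 in young mice (SD, n = 4) and 1686 ± 130 in old mice (SD, n = 2).

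**Figure D2:**
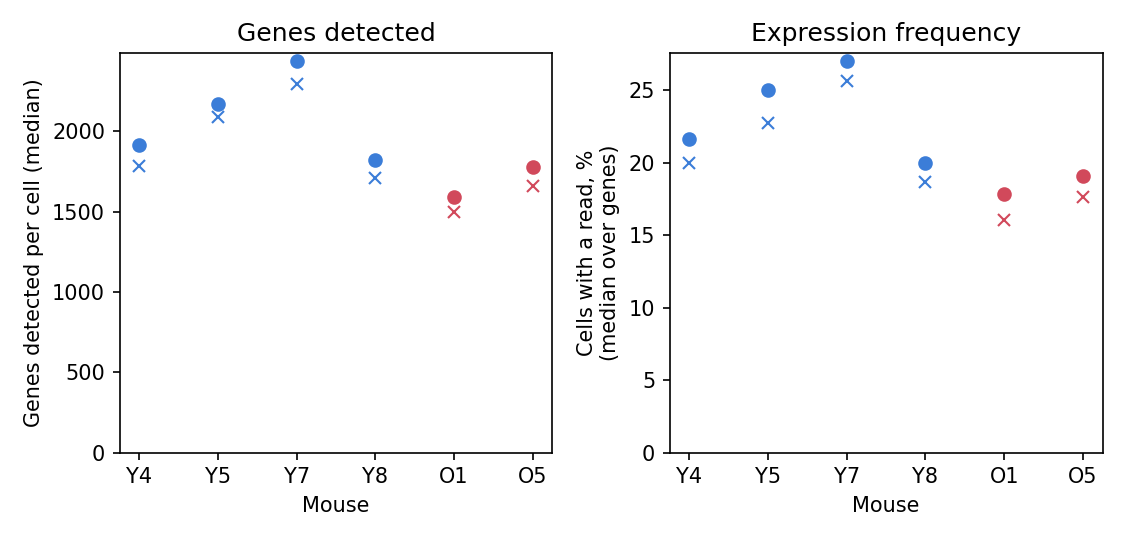
Median number of genes detected per cell (left) and median percent of cells with a read over genes (right) in each mouse, young in blue and old in red. Circles give the values as deposited and crosses those with every cell thinned to 100000 reads. O1 (1594 genes) and O5 (1777.5 genes) lie below each young mouse, of which Y8 has the lowest number (1823).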

Importantly, we observed that this was independent of gene expression levels and not restricted to lowly expressed genes (Fig. 1g), suggesting that this global feature is not due to technical effects.

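To compare levels, the genes were split into 4 groups of equal size by their mean RPM over the cells that express them. The median change in frequency from young to old was −5.33 percentage points in the group with the lowest level, −4.38 and −4.81 in the middle groups and −4.16 in the highest, where 72.1% of genes were lower in old mice. With every cell thinned to 100000 reads, the change over all genes was −4.91 points against −4.94 as deposited. The number of genes detected per cell then fell from 1971 in young to 1580 in old mice. Y7, sequenced on the lane of the old mice, had the highest frequency of the 6 mice in every group. The paper proposes that the decline is not of technical origin, because it did not depend on the level of expression.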

Genes that displayed increased expression variability with age (expression frequency difference > 15%) were enriched in extracellular matrix processes and include several collagen genes (*Col4a2*, *Col5a3*, *Col4a1*) and other extracellular matrix-related genes such as *Dag1*, *Sparc, Cdh15, Lamc3* or *Itgb1* (Fig. 2a, Supplementary Figs. 5 and  6). 

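As mean of mice, 437 genes had a frequency lower by over 15 percentage points in old mice and 37 a higher one. Of 4571 genes with a young frequency over 15%, 45 were on a list of extracellular matrix genes made from symbols, since no gene ontology was used here. Of these 45, 18 were among the 437, where 4.30 would be expected (odds ratio 6.53, one-sided Fisher's exact test, p = 4.7e-08). Against genes matched on frequency and level, 5.76 were expected, and none of 10000 draws reached 18 (p = 1.0e-04, the smallest these draws can give). Genes are not independent of each other, so these p-values do not stand for mice. The list also holds *Col4a1*, *Col4a2*, *Col5a3*, *Dag1*, *Sparc*, *Cdh15* and *Itgb1*, which are among the 18. The paper had already named these genes from the same cells, so the test is not independent of its result. *Col3a1* fell most on the list, from 95.2 ± 4.76% (SD, n = 4) to 40.0 ± 16.2% (SD, n = 2). *Col4a1* (chromosome 8, 11198423 to 11312826) fell from 74.1 ± 6.51% to 36.8 ± 16.6%, *Col4a2* from 68.8 ± 17.8% to 33.8 ± 12.5% and *Col5a3* from 43.9 ± 9.02% to 13.1 ± 8.47%. *Sparc* fell from 94.3 ± 6.91% to 62.6 ± 5.13% and *Cdh15* from 62.7 ± 8.82% to 41.0 ± 2.38%. *Lamc3* (chromosome 2, 31887291 to 31946539) had a read in 18.9% of young and 30.5% of old cells, but in 36.5% of the cells of young mouse Y7, above O1 (28.6%) and O5 (32.4%). *Mmp2*, *Timp3* and *Lox* were higher in old mice by over 15 points. Over all genes the largest falls were in *Tmem189*, *Col3a1*, *D0H4S114*, *Ptms* and *Cebpb*, and the largest rises in *Gm15564*, *Lars2*, *Crispld2*, *Rpl21-ps7* and *Mmp2*. The rise of *Gm15564* lay near the floor. Pooled over cells, 10.7% of young and 77.4% of old cells had a read, but 0% and 7.26% had at least 10 reads. *Lars2* ran from 25.3% (Y8) to 90.9% (Y5) within the young mice, with 100% in O1 and 92.6% in O5. *Tmem189* overlaps *Cebpb* on the opposite strand, and it is not known whether the counts separate the reads of the overlap. *Rpl21-ps7* is a pseudogene, and reads shared with its parent gene were not tested.

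**Figure D3:**
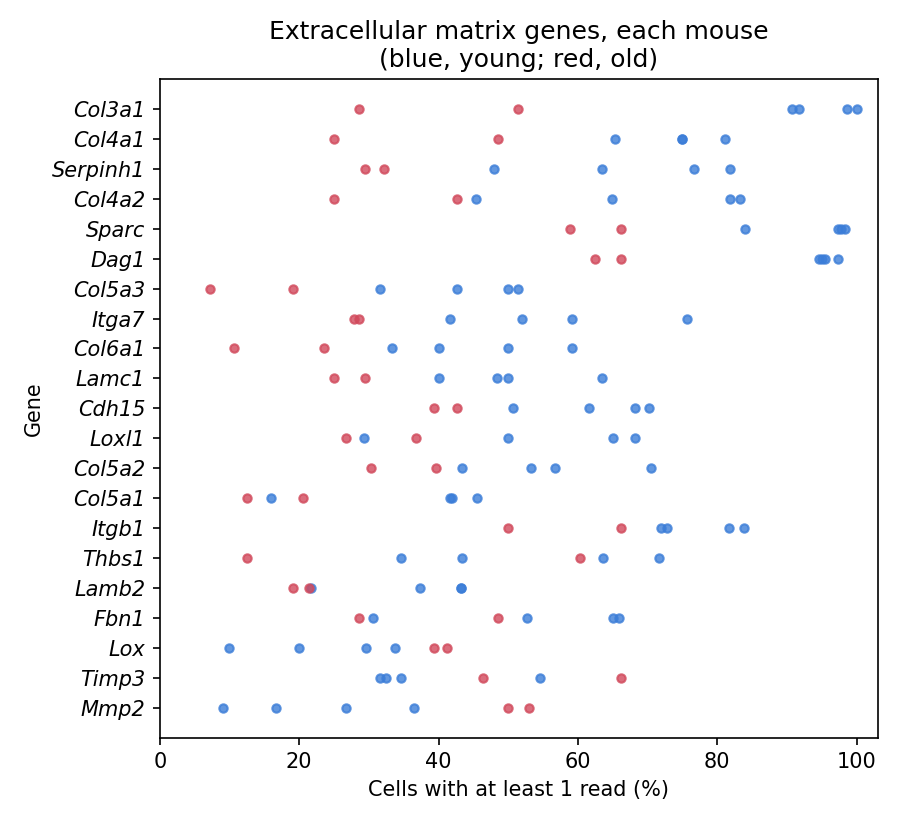
Percent of cells with at least 1 read (x axis) for the extracellular matrix genes that differ by over 15 points between ages, 1 point per mouse. Young mice are blue and old mice red. *Dag1* lies between 94.7% and 97.3% in the young mice and at 62.5% and 66.2% in the old.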

Interestingly, muscle stem cells without *Itgb1* (β1-integrin) cannot maintain quiescence, and its experimental activation improves ageing-related decline in muscle regeneration^22^. Similarly, reduction of N-cadherin and M-cadherin (*Cdh15*) leads to a break of quiescence of muscle stem cells^23^. Notably, none of the above-mentioned genes were shown to change in expression level during the isolation procedure of muscle stem cells^24^.

**Fig. 2:**
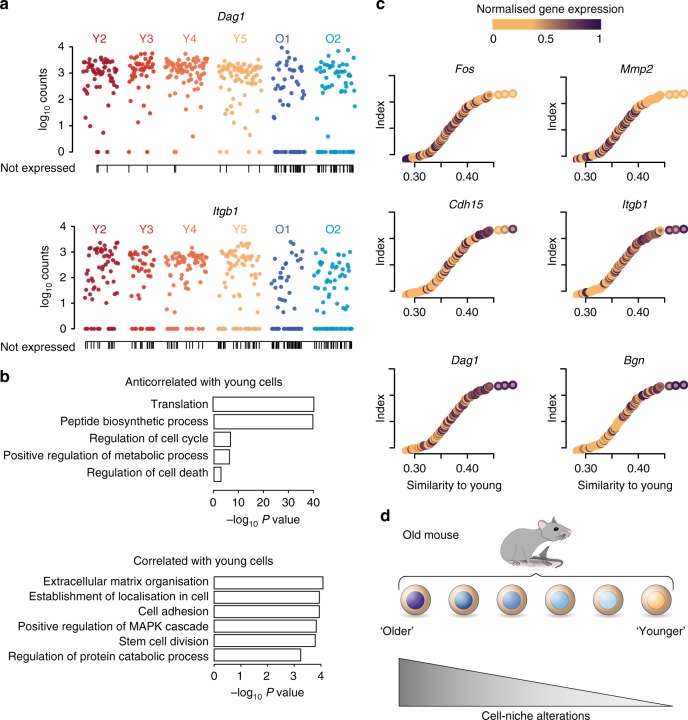
Variability within aged muscle stem cells and cell-niche interactions. **a** *Dag1* and *Itgb1* expression in young and old cells. Each dot represents a cell. Vertical lines on the *x*-axis indicate cells that do not express the gene. Expression frequencies, *Dag1*: young 0.96, old 0.65; *Itgb1*: young 0.79, old 0.59. **b** *P*-values of the GO terms associated with the top 200 anticorrelated (top) and correlated (bottom) genes with the similarity score to young cells. **c** Similarity between old and young cells. Each dot represents an old cell; on the *x*-axis old cells are ordered according to their similarity (Spearman correlation coefficient) to young cells (young mean expression). Colours indicate the normalised levels of expression of selected genes correlated across ordered cells. Source data are provided in Supplementary Data 3. **d** Model: aged muscle stem cells that have the most different transcriptomes from young stem cells are likely to have impaired stem cell-niche interactions and are more prone to exit quiescence

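*Dag1* (chromosome 9, start 108205955) had at least 1 read in 242 of 253 young cells, or 95.7%, and in 80 of 124 old cells, or 64.5%. *Itgb1* (chromosome 8, 128685654 to 128733200) was detected in 197 young cells (77.9%) and 73 old cells (58.9%). By mouse, *Itgb1* was found in 72% (Y8) to 83.8% (Y7) of young cells and in 50.0% (O1) and 66.2% (O5) of old cells. The mean RPM per cell of *Dag1* was lower in both old mice (837 and 927) than in each young mouse (1006 to 1846), while its summed counts in CPM overlapped between the ages, with a log2 fold change of −0.51 (standard error 0.35, adjusted p = 0.686, edgeR), and those of *Itgb1* were lower in both old mice, with −0.88 (standard error 0.36, adjusted p = 0.477, edgeR).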

To further investigate the increased expression variability with age, we sequenced by scRNA-seq the total population of Pax7 positive cells in four individuals (two young, two old) and observed similar results regarding transcriptional variability (Supplementary Fig. 7). Furthermore, we measured the levels of Cdh15 and Itgb1 proteins in quiescent muscle stem cells from young and old *Tg:Pax7-nGFP* mice after isolation of single myofibres and quantification of immunofluorescence intensity following immunostaining (Supplementary Fig. 8). Young and old muscle stem cells showed homogeneous nGFP expression, consistent with the absence of difference in *Pax7* expression level between ages as measured by scM&T-seq (Fig. 1c). However, while all the cells analysed expressed Cdh15 and Itgb1 protein in young individuals, a significant fraction (10–15%) showed low to no expression in old individuals (Supplementary Fig. 8). Overall, these observations confirm the scM&T-seq data and show increased expression variability with age at the protein level.

The observed increase in transcriptional variability with age could reflect the presence of cell subpopulations, or be a purely stochastic process. Despite not observing clear substructure (Fig. 1b, d right), we further investigated the origin of this variability by ranking old cells based on their transcriptome-wide similarity to young cells, and performed correlation analyses to identify the genes driving this ranking. 

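Each old cell was correlated with the mean log expression of the young cells, and each gene with that similarity across the cells of O1 and of O5, the 2 coefficients being averaged. The similarity of a cell ran from 0.282 to 0.452 in O1 and from 0.282 to 0.484 in O5. It rose with the number of genes detected in the cell, with a Spearman rho across cells of 0.896 in O1 and 0.907 in O5. Of 5208 genes, 82.9% had a positive coefficient. Given the number of genes detected, 54.5% were positive, and the rank correlation across genes with the coefficients before that step was 0.456. The highest coefficients were those of *Ywhae* (0.454), *Ctgf* (0.450), *Gm15270* (0.440), *Riok3* (0.439) and *Wwtr1* (0.429), where *Gm15270* overlaps *Ctgf*. The lowest were those of *Eef2* (−0.303), *Junb* (−0.297), *Gm9843* (−0.293), *Gm10275* (−0.286) and *Ier2* (−0.261), of which *Gm9843* and *Gm10275* are pseudogenes, for which reads shared with parent genes were not tested.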

Gene ontology analysis indicated that old cells that differed the most from young cells were enriched in processes such as translation and peptide biosynthesis (Fig. 2b top), while old cells that were most similar to young ones had higher levels of extracellular matrix-related functions compared to the old cells that differed with the young (Fig. 2b bottom). For example, *Fos* and *Mmp2* were preferentially expressed in the most different old cells, while extracellular markers such as *Dag1*, *Itgb1*, *Cdh15* or *Bgn* were expressed in the most similar ones (Fig. 2c). These results indicate that cells that have accumulated more differences with age are likely to have impaired cell-niche interactions and are more prone to exit quiescence (Fig. 2d).

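Among the 200 genes with the highest coefficients, 12 were on the list of extracellular matrix genes, where 1.96 would be expected. Among the 200 lowest, 47 were on a list of genes of translation, against 5.18 expected. Within 1 mouse, O5, the lowest 200 again held 47 translation genes, but within O1 they held 9. The paper's methods name no split of the old cells by mouse. With coefficients pooled over old cells, which is nearer to those methods, the median coefficient of translation genes was 0.0184, against −0.0332 averaged over mice. The lowest 200 then held 15 translation genes, against 3.34 expected. Given log reads they held 14, and with cells thinned to 100000 reads 40. Given the number of genes detected per cell, the highest 200 held 0 extracellular matrix genes and the lowest 200 held 1 translation gene, and 42 of the highest 200 were shared with the list before. From these lists the paper concludes that the old cells most like young ones express more of the extracellular matrix.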

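The coefficients with similarity to young cells were 0.420 for *Itgb1*, 0.345 for *Bgn*, 0.302 for *Cdh15* and 0.286 for *Dag1*, and positive in both old mice for each. *Fos* had −0.175 and *Mmp2* −0.187, negative in both mice. Given the number of genes detected per cell, they were 0.140 for *Itgb1*, −0.0430 for *Bgn*, 0.00474 for *Cdh15* and 0.0624 for *Dag1*. *Fos* then had −0.209, and *Mmp2* changed sign to 0.144.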

### DNA methylation-based age prediction

Epigenetic age has so far not been assayed in adult stem cells, presumably because of the difficulties in obtaining sufficient material and isolating specific cell types. Taking advantage of our specific cell population, we next studied how DNA methylation-based age predictors^25^ behave in adult stem cells. Due to the sparse coverage of single cell data (average CpG sites covered per cell = 1.6 million), we aggregated cells by individual (two young and two old samples, 35 cells per individual) and built a model using 140 training samples using the same methods as previously described^25^ (see “Methods”). The median absolute error in the training set was 0.3 weeks, and 3.2 weeks in the test set. These prediction accuracies are in line with the original report^25^. The model is based on 474 CpG sites that are covered in all training samples and the aggregated single cells at a 5X depth. The median absolute error of four bulk muscle samples that were left out completely from the modelling was 2.2 weeks, demonstrating that our model is able to predict accurately the age of the relevant tissue. Surprisingly, the predicted age for muscle stem cells was similar for all our samples: 9.2 and 9.3 weeks in the young samples and 10.2 and 11.6 weeks in the old ones (Fig. 3a). In order to investigate the potential variability masked in our aggregated samples and to get more insight into the prediction error, we estimated the epigenetic age using different combinations of single cells for each sample. We performed 100 permutations by randomly removing 5% of the cells and calculated the epigenetic age in each subsample. Given the coverage of the single cells, we used only the permutations with at least 4X coverage of each of the clock sites, resulting in between 36 and 84 permutations per sample. This analysis showed a significant increase in the epigenetic age of old samples; however, the predicted ages were still notably different from the actual chronological ages (Fig. 3a).

**Fig. 3:**
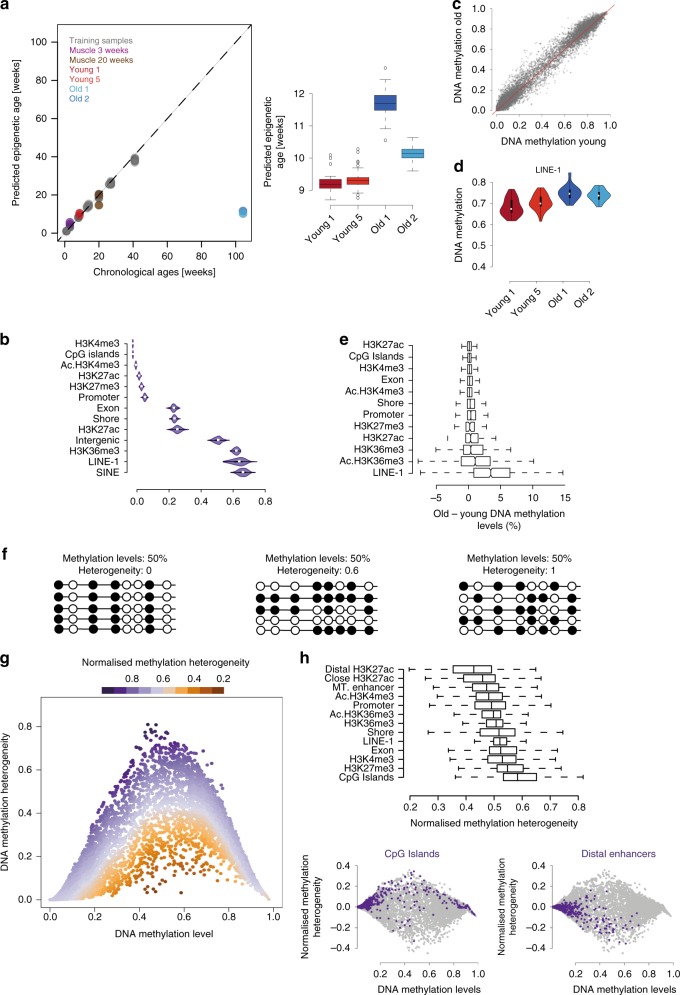
Changes in methylation levels and methylation heterogeneity. **a** Prediction of chronological age from a DNA methylation clock^25^. Left: *x*-axis shows the chronological age and y-axis shows the predicted epigenetic age. Grey circles indicate the training data sets. Test samples are represented in different colours: Muscle samples from Reizel et al.^42^ are represented in purple (3 weeks-old) and brown (20 weeks-old). Pseudo bulk muscle stem cells from young animals (6–7 weeks-old) in red and from old animals (115 weeks-old) in blue. Right: Predicted epigenetic age of different combinations of single cells, permutations = 100. For all boxplots, the box represents the interquartile range and the horizontal line in the box represents the median (*n* = 100). **b** Levels of DNA methylation per cell across different genomic regions (Chip-seq data from 2-months-old mice^20,27^, Ac: activated muscle stem cells). Circles inside the violin plots represent the median of the data and the boxes indicate the interquartile range. **c** Genome-wide mean methylation values in old and young cells. Each dot represents a genomic region. **d** Increase of DNA methylation with age across LINE-1 elements (*P* < 0.05). DNA methylation values computed per cell and individual. **e** Mean methylation difference between old and young cells across different genomic elements. For all boxplots, the box represents the interquartile range and the horizontal line in the box represents the median. **f** Examples of different distributions of DNA methylation heterogeneity at loci with similar average methylation. Empty circles represent unmethylated CpG sites and filled circles methylated CpG sites. **g** DNA methylation levels and DNA methylation heterogeneity. Each dot represents a genomic region from young or old cells. Colour scale represents the methylation-level normalised measure of DNA methylation heterogeneity. **h** Boxplot showing the normalised DNA methylation heterogeneity across different genomic elements in young cells (top). Normalised methylation heterogeneity and methylation levels across all the different genomic elements (grey) and across CpG Islands (purple) or enhancer regions (purple) in young cells (bottom). For all boxplots, the box represents the interquartile range and the horizontal line in the box represents the median

### DNA methylation changes and epigenetic drift

We then investigated age-associated DNA methylation changes at the single cell level in greater detail. We discarded cells with <1 million paired-end alignments or <500,000 CpG and limited potential biases due to uneven sequencing depth between cells or different number of cells per individual by randomly subsampling 1 million reads from each cell and 35 cells per individual. We then selected two young and two old samples for the downstream analysis (2 million CpG sites on average per cell, “Methods”, Supplementary Table 1). Global mean DNA methylation levels were around 50%, as previously reported for human primary cultured myoblasts^26^ (Supplementary Fig. 9C). As with the transcriptomes, we did not observe clear subpopulations in any of the methylome samples (Supplementary Fig. 10). Overall, CpG islands, promoters and enhancers were hypomethylated (average 0.03%, 0.9%, 0.6% respectively); exons, myoblast enhancers (marked by H3K27ac) and shores (flanking regions of the CpG islands) were around 30% methylated, while repeats and bodies of active genes (marked by H3K36me3) were highly methylated (~70%) (Fig. 3b). We found that DNA methylation levels increased slightly with age, as reported for human primary myoblast^19^, mostly in repeat elements and H3K36me3 regions (Fig. 3c–e).

Identical average methylation levels for a given genomic region may reflect different scenarios, from uniform populations to completely random heterogeneous patterns (Fig. 3f). Since we did not observe substructure in our data (Supplementary Fig. 10), and as stochastic epigenetic drift has been suggested to be a major hallmark of ageing^4^, we computed a score to measure levels of stochastic intrapopulation heterogeneity (Supplementary Fig. 11, “Methods”). As expected, our initial measure of heterogeneity depended on average methylation levels (Fig. 3g). Hence, we developed an independent measure of heterogeneity by calculating the distance between the observed heterogeneity for each genomic region and a rolling median (Fig. 3g, “Methods”). Interestingly, this analysis showed that different genomic contexts displayed different levels of methylation heterogeneity between cells; for example, CpG islands were more heterogeneous than enhancers (Fig. 3h).

Global levels of methylation heterogeneity were similar between ages (Supplementary Fig. 12); we next computed localised Z-score comparisons between young and old to examine changes in specific genomic elements. Notably, methylation of LINE-1 elements became more homogeneous with age whereas regions marked by H3K27me3 became more heterogeneous (Fig. 4a). Specifically, LINE-1 elements also experienced the highest increase in absolute DNA methylation levels, both of which may reflect a coordinated mechanism to prevent deleterious somatic retrotranspositions during ageing. Most of the H3K27me3 regions were associated with genes that are repressed, but poised for rapid activation^27^. We hypothesise that this increase in methylation heterogeneity may contribute to an impaired transcriptional response upon activation.

**Fig. 4:**
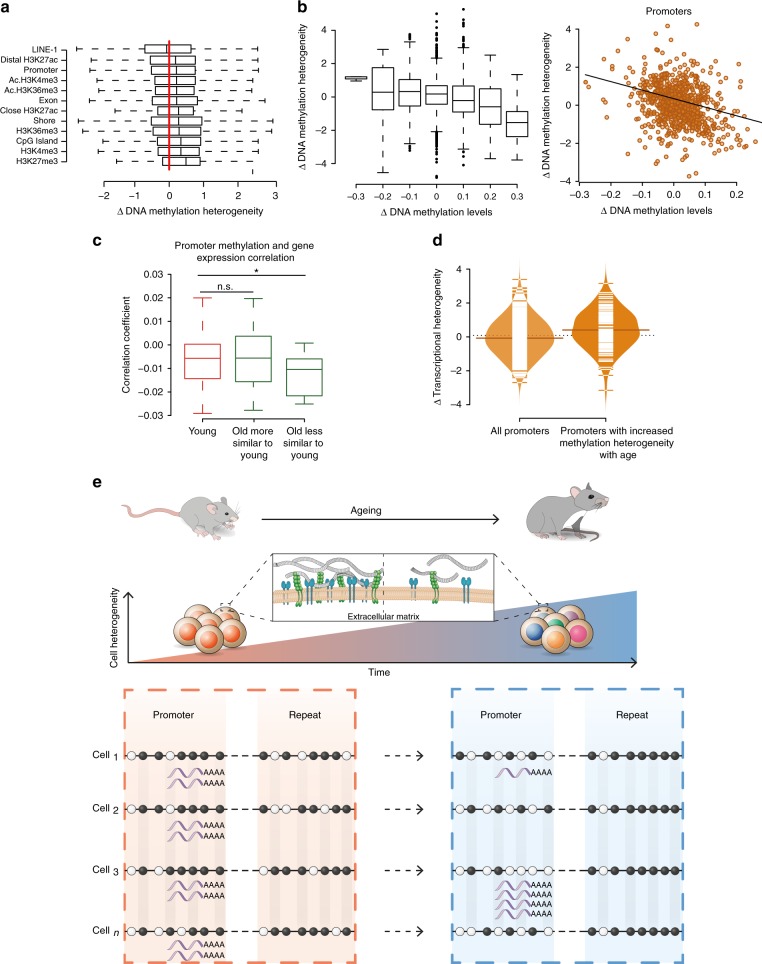
Changes in cell-to-cell methylation heterogeneity during ageing. **a** Normalised methylation heterogeneity changes with age (Δ methylation heterogeneity: old–young) across different genomic features (Chip-seq data from 2-months-old mice^20,27^, Ac: activated muscle stem cells). For all boxplots, the box represents the interquartile range and the horizontal line in the box represents the median. **b** Genome-wide normalised methylation heterogeneity difference with ages (Δ methylation heterogeneity: old–young) binned by 0.1 methylation level differences (left). Changes in promoter methylation heterogeneity (*y*-axis) and methylation levels (*x*-axis) with age (right). For all boxplots, the box represents the interquartile range and the horizontal line in the box represents the median. Source data are provided in Supplementary Data 4 (*n* = 2,355). **c** Distribution of Pearson’s correlation coefficients between promoter DNA methylation and gene expression (one association test per cell, number of cells: young = 64, old more similar to young = 30, old less similar to young = 20, *P < 0.05). For all boxplots, the box represents the interquartile range and the horizontal line in the box represents the median. **d** Increase of transcriptional heterogeneity with age across all promoters (*n* = 394) and promoters with increased DNA methylation heterogeneity (Δ methylation heterogeneity > 0.3, *n* = 113) (*P* < 0.001). Source data are provided in Supplementary Data 4. **e** Global increase of transcriptional cell-to-cell variability with age with enhanced heterogeneity in the multiple extracellular matrix-related genes (top). Relationship between transcriptional and DNA methylation heterogeneity in aged muscle stem cells (bottom). Empty circles represent unmethylated CpG sites and filled circles methylated CpG sites. Repeat elements become more homogeneous with age by increasing their methylation levels in a coordinated manner. In contrast, promoter regions become more heterogeneous by randomly losing DNA methylation, and this is coupled with an increase in transcriptional variability of the genes they drive

Interestingly, we observed a negative correlation between changes in methylation levels and changes in methylation heterogeneity (Promoters: Pearson’s coefficient = −0.35, *P* < 2.2e-16, Fig. 4b). Regions becoming more homogeneous showed an increase in methylation, suggesting that de novo methylation enzymes (Dnmt3a,b) are recruited to specific sites and add methylation in a coordinated manner between cells. In contrast, regions becoming more heterogeneous showed a decrease in their methylation levels. The key DNA methylation enzymes (DNMTs and TETs) are either expressed at very low levels, or they show no clear differences in expression between ages (Supplementary Fig. 13). This suggests that age-associated epigenetic changes are not likely to be driven by alterations of epigenetic modifiers at the transcriptional level (Supplementary Fig. 13), although we cannot exclude the possibility that they are driven by changes in protein levels or enzymatic activities. In addition, DNA methylation turnover has been shown to occur during the exit of pluripotency when DNMT3s and TETs are co-expressed^28^. 

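*Dnmt1* had a read in 7 of 253 young and 3 of 124 old cells, *Dnmt3b* in 4 and 2, *Tet1* in 11 and 2, and *Dnmt3l* in 0 and 0. *Dnmt3a* was detected in 18.8% of young and 9.30% of old cells (means of mice), *Tet2* in 32.0% and 24.8%, and *Tet3* in 12.5% and 9.61%. The log2 fold changes of the summed counts were −0.54 for *Dnmt3a* (standard error 0.94, adjusted p = 0.913, edgeR), 0.89 for *Tet2* (standard error 0.43, adjusted p = 0.552, edgeR) and 0.34 for *Tet3* (standard error 0.76, adjusted p = 0.938, edgeR). For *Dnmt3a*, the direction changed to 0.37 when O1, with 5.92 CPM, was left out. *Tet1* had −6.35 (adjusted p = 0.429 in edgeR and 0.0051 in DESeq2), but the mice of the 2 ages overlapped, since Y4 had 0.18 CPM.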

We hypothesise that DNA methylation turnover could also take place in the quiescent state (e.g. through DNMT3s and TETs) and that age-associated epigenetic alterations could result from errors during this turnover. Alternatively, despite the low-proliferative history of these cells, we cannot exclude the possibility that Pax7^Hi^ cells accumulate DNA methylation changes during occasional cell cycle entry.

Epigenetic changes may contribute to the age-associated pattern of transcriptional heterogeneity. Although our approach does not directly support causality, it provides a starting point to investigate the molecular links between epigenetic heterogeneity and transcriptional changes. We explored this possibility by analysing the association between promoter DNA methylation and gene expression. We calculated a correlation coefficient for each cell and confirmed the expected negative correlation for methylation and transcription (Fig. 4c). Interestingly, old cells that were most transcriptionally different from young cells showed lower levels of correlation (Mann–Whitney–Wilcoxon test; *P* < 0.05, Fig. 4c). Furthermore, we calculated changes in transcriptional variability between young and old cells (see “Methods”) and observed that promoters with increased methylation heterogeneity tended to have increased transcriptional heterogeneity (Mann–Whitney–Wilcoxon test; *P* < 0.001) (Fig. 4d). It appears therefore that deterioration of transcriptional coherence during ageing is associated with increased promoter methylation heterogeneity and with decreased connectivity between the epigenome and the transcriptome.

## Discussion

In summary, we report transcriptional and epigenetic signatures associated with ageing in a deeply quiescent population of muscle stem cells. While old stem cells show a slight increase in their DNA methylation age, this lags far behind their chronological age. DNA methylation-based age predictors are built with data from bulk tissues that represent a mix of different cell types. It is plausible that small changes in cell composition during ageing could affect the epigenetic age of a tissue^2^. Stem cells, which generally decrease in number during ageing might be one of these cell populations. Consequently, the epigenetic clock might be a measure of the different proportions of stem and differentiated cells in a tissue. In accordance with this notion, several studies have shown that the CpG sites used in epigenetic clock models are enriched in polycomb target sites and are associated with developmental and cell differentiation genes^3,25,29^. Nonetheless, the slight increase in epigenetic age we observed in old stem cells also suggests that cell-intrinsic changes are also likely to play a role. These changes could be related to cell metabolism or cell division. In this scenario, extrinsic and intrinsic factors would contribute to the epigenetic clock. Technical factors, such as the datasets used to train the model, could also contribute to these predictions. Future single cell studies including samples from different ages will be crucial to determine the specific role of cellular composition and cell-intrinsic changes in the epigenetic clock.

Previous studies have investigated transcriptional heterogeneity changes with age in mixed cell populations^30^, which are affected by differences in cellular composition, such as an increase in senescent cells^30^. In contrast, our study is focused on a specific population of cells in which known stemness, activation and senescent markers were not affected by ageing. Even in this restricted population, we observed a global increase of uncoordinated transcriptional variability with age, indicating an intrinsic mechanism of cellular ageing. Interestingly, mouse muscle stem cells were shown to maintain clonal diversity during homoeostatic ageing by lineage-tracing^14^, however, our study uncovers a dramatic underlying molecular heterogeneity in these stem cells that extends beyond maintenance of clonal homogeneity. We also observe that cells that have acquired more differences with age showed alterations in multiple extracellular matrix-related genes potentially affecting stem cell-niche interactions.

Elevated transcriptional variability with age has been reported in several studies^30–32^, however the underlying causes remain largely unknown. The accumulation of somatic mutations only partially accounts for the increased cell-to-cell transcriptional variability^30^, suggesting that epigenetic mechanisms might be a contributing factor^33^. In this study, by applying a combined single cell method for DNA methylation and the transcriptome, we show that epigenetic drift, or the uncoordinated accumulation of methylation changes in promoters, is associated with the increased transcriptional variability with age (Fig. 4e). Due to the deep quiescent state of the homoeostatic cells chosen for this study, our data highlight the possibility that the observed epigenetic patterns could be independent of extensive cell proliferation. We propose that this variability is detrimental due to uncoordinated transcription, thereby affecting the ability of stem cells to maintain quiescence, or activate coherently upon injury.

Understanding how molecular variability of stem cells affects their proliferation and differentiation capacities during aging will be of critical importance. In the present study, we restricted most of our analysis to cells expressing high levels of Pax7 to limit confounding factors, nonetheless, this might potentially co-select for other features. We interpreted the increase of variability in the absence of clear substructure as a stochastic process, although we cannot formally exclude the possibility of the presence of as yet unidentified rare cell types or hidden population substructure. In future studies, the analysis of large numbers of cells from different stem cell populations and the integration of multiple molecular layers, will be highly informative for a more complete understanding of the underlying molecular mechanisms of stem cell ageing.

## Methods

### Mice

Animals were handled according to national and European Community guidelines and an ethics committee of the Institut Pasteur (CETEA) in France approved protocols. Young (1.5–2.1 months) and old (23.3–27 months-old) *Tg:Pax7-nGFP*^17^ mice, on a C57BL/6;DBA2 F1/JRj genetic background, were used in this study. Male littermates were euthanised around 9 am. Males were chosen preferentially to avoid interindividual variations due to asynchrony in the female oestrus cycle (Supplementary Table 1).

### Isolation of muscle stem cells

Mice were sacrificed by cervical dislocation. *Tibialis anterior* muscles were dissected and placed into cold DMEM (ThermoFisher, 31966). Muscles were then chopped and put into a 15 ml Falcon tube containing 10 ml of DMEM, 0.08% collagenase D (Sigma, 11 088 882 001), 0.1% trypsin (ThermoFisher, 15090), 10 µg/ml DNaseI (Sigma, 11284932) at 37 °C under gentle agitation for 25 min. Digests were allowed to stand for 5 min at room temperature and the supernatants were collected in 5 ml of foetal bovine serum (FBS; Gibco) on ice. The digestion was repeated three times until complete digestion of the muscle. The supernatants were filtered through a 70-µm cell strainer (Miltenyi, 130–098–462). Cells were spun for 15 min at 515 × *g* at 4 °C and the pellets were resuspended in 1 ml freezing medium (10% DMSO (Sigma, D2438) in foetal calf serum (FCS, Invitrogen)) for long term storage in liquid nitrogen.

Before isolation by FACS, samples were thawed in 50 ml of cold DMEM, spun for 15 min at 515 × *g* at 4 °C. Pellets were resuspended in 300 µl of DMEM 2% FCS 1 µg/mL propidium iodide (Calbiochem, 537060) and filtered through a 40-µm cell strainer (BD Falcon, 352235). Viable cells were isolated based on size, granulosity and GFP expression level (total nGFP+ cells or top 10% nGFP^Hi^ cells, Supplementary Fig. 14) using a MoFlo Astrios cell sorter (Beckmann Coulter).

Single cells from the same sample were collected in 2.5 µL cold RLT Plus buffer (Qiagen, 1053393) containing 1U/µL RNAse inhibitor (Ambion, AM2694) and sorted in a 96 well-plate (LoBind Eppendorf, 0030129504), flash-frozen on dry ice and stored at −80 °C.

### BrdU administration and immunostaining

Six days prior to harvesting, mice were given the thymidine analogue 5-Bromo-2′-deoxyuridine (BrdU, 1 mg/ml, Sigma, B5002) in the drinking water supplemented with sucrose (25 mg/ml). Muscle stem cells were isolated by FACS, plated on µ-Slide 8 Well (Ibidi, 80826) in medium (40% DMEM, 40% MCDB (Sigma), 20% FBS, 2% Ultroser (Pall), 1% Penicillin-Streptomycin (ThermoFisher)) at 37 °C 5% CO_2_ 3% O_2_ to allow adherence, fixed in 4% paraformaldehyde (PFA, Electron Microscopy Sciences) for 5 min at RT, washed twice 5 min with PBS, permeabilised in 0.5% Triton X-100 (Sigma) for 5 min at RT, washed three times with PBS, incubated with DNAse I (Roche, 04536282001) at 1 unit/µL in PBS at 37 °C for 30 min, washed three times with PBS, blocked in 10% goat serum (GS, Gibco) for 30 min at RT, incubated with mouse anti-BrdU antibody (1/100, BD, 347580) in 2% GS for 2 h at RT, washed three times 5 min in PBS, incubated with anti-mouse Cy3 secondary antibody (1/500, Jackson ImmunoResearch, 115-165-205) and Hoechst (1 µg/ml) in 2% GS for 45 min at RT, and washed four times with PBS. Images were taken with a Zeiss LSM800 confocal (×40 objective).

### Single myofibre isolation and immunostaining

Single myofibres were isolated from *Extensor digitorum longus* (EDL) muscles as previously described^34^. EDL muscles were dissected and incubated in 0.1% w/v collagenase (Sigma, C0130) in DMEM for 1 h in a 37 °C shaking water bath at 40 rpm. Following enzymatic digestion, mechanical dissociation was performed to release individual myofibres that were then fixed in 4% paraformaldehyde (PFA, Electron Microscopy Sciences) for 5 min at RT, washed three times 10 min with PBS, permeabilised in 0.5% Triton X-100 (Sigma) for 5 min at RT, washed three times 10 min with PBS, blocked in 10% normal donkey serum (DS, Abcam, ab7475) for 1 h at RT, incubated with chicken anti-GFP antibody (1/1000, Abcam, ab13970) and mouse anti-M-Cadherin antibody (1/50, Nanotools, clone 12G4) or goat anti-ItgB1 antibody (1/100, SantaCruz, sc-9936) in 2% DS overnight at 4 °C, washed four times 10 min in PBS at RT, incubated with anti-chicken AlexaFluor 488 (1/500, ThermoFisher, A-11039) and anti-mouse Cy3 antibody (1/500, Jackson ImmunoResearch, 115-165-205) or anti-goat DyLight 550 (1/500, Diagomics, DKXGT-003) and Hoechst (1 µg/ml) in 2% DS for 45 min at RT, washed four times 10 min with PBS and mounted in PBS/Glycerol 75%. Images were taken with a Zeiss LSM800 confocal (×40 objective) and processed with Imaris 7.2.1 software (Bitplane).

### Library preparation and data alignment

We prepared scM&T-seq libraries^6^ by isolating mRNA on magnetic beads and separating it from the single-cell lysate as described^35^. Subsequent, reverse transcription and amplification were performed on the beads using Smartseq2^36^ but with 25 PCR cycles. Lysates containing genomic DNA were then processed according to a published single-cell bisulfite sequencing protocol^37^. Briefly, single cell gDNA was purified using AMPure XP beads (Beckman) prior to bisulfite conversion and purification (Zymo EZ-Direct). First strand DNA was synthesised using Klenow exo- (Enzymatics) and a primer containing Illumina read 1 sequence followed by a random hexamer at the 3′ end. This step was repeated four additional times for pre-amplification. Following purification, second strands were synthesised similarly but using a primer containing Illumina read 2 sequence after which the final library was amplified and indeces introduced. Single-cell RNA-seq libraries were aligned using HiSat2 with options–sp 1000,1000–no-mixed–no-discordant^38^. Single-cell bisulfite libraries were processed using Bismark^39^ as described^6^. Mapped RNA-seq data were quantitated using the RNA-seq quantitation pipeline in Seqmonk software (www.bioinformatics.babraham.ac.uk/projects/seqmonk/).

### Quality control RNA-seq

Cells expressing fewer than 1000 genes or <10^5^ mapped reads allocated to nuclear genes were removed in quality control (Supplementary Figs. 15, 16). These cells were also verified to have less than 10% of mapped on mitochondrial genes (Supplementary Figs. 17A, B, 18A). 

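The sample labels list 768 cells, 96 from each of 8 mice, 5 young and 3 old. The count table has 377 of them, or 49.1%, all with at least 1000 genes detected and at least 100000 reads. Y4 kept 62.5% of its 96 cells, Y5 45.8%, Y7 77.1% and Y8 78.1%, and O1 58.3% and O5 70.8%. No cell of the mice labelled Y2 and O8 is among the 377. The mitochondrial share was not analysed here, as the table lists no mitochondrial genes.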

Out of the 768 cells that were captured across the experiment from four young and two old mice, 377 passed our quality and filtering criteria (Supplementary Table 1). All samples showed similar distribution of reads and numbers of detected genes (Supplementary Figs. 17C, D, 18C).

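The median number of reads per cell was 252506 in Y4, 221106 in Y5, 278225 in Y7 and 346183 in Y8, and 219652 in O1 and 280124 in O5, so the ages overlapped in depth. The median number of genes detected was 1913.5 in Y4, 2171.5 in Y5, 2440.5 in Y7 and 1823 in Y8, and lower in both old mice.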

### Data analysis RNA-seq

Gene expression levels were estimated in terms of reads per million of mapped reads to the transcriptome. A score of variability per gene (named distance to the median) was calculated by fitting the squared coefficient of variation as a function of the mean normalised counts and then calculating the distance to a rolling average (window size = 100, Supplementary Fig. 19)^21^. We included only genes with an average normalised read count of at least 10. The top 1000 most variable genes of the entire data set were used to perform principal component analyses (as log_2_-transformed and median-cantered values) (Fig. 1b, Supplementary Data 2). Single cell differential expression (SCDE) was used to calculate differential expression analysis between young and old cells (Supplementary Data 1)^40^. Cell cycle prediction was performed using the Cyclone function within the scran R package^18^.

Cell-to-cell correlation analyses were performed using the top 500 most variable genes within each individual and using Spearman’s correlation as the measure of similarity between cells (Fig. 1d). Correlation analyses were also performed using cohorts of 10 cells from the same individual (1000 iterations, Supplementary Fig. 4). Distance to the median of the top 500 most variable genes within each individual was computed for Fig. 1e, similar results are observed when restricting the analysis to genes that are expressed in all the individuals (average normalised read count of at least 10) and different numbers of genes (Supplementary Fig. 20).

An average young reference transcriptome was computed by calculating the mean of log transformed expression values for each gene across cells from young individuals. We then performed Spearman’s correlation analyses to assess the similarity between each cell from old samples and the young transcriptome. Spearman’s correlation analyses were then also used to find gene expression patterns associated with this genome-wide similarity score. Genes expressed in fewer than five cells were excluded from the analysis. The top 200 correlated and anticorrelated genes (Supplementary Data 3) were used for GO enrichment analysis^41^.

### Modelling the epigenetic clock

Epigenetic ages of four samples (two young and two old, Supplementary Table 1) were calculated using a method based on the clock published in Stubbs et al.^25^. To predict the ages on the four single cell samples we first aggregated all the reads per cell by summing the methylation calls. We then took the two largest datasets used in the original publication, the Stubbs et al. data^25^ and the Reizel et al. data^42^, intersected them with the requirement that sites are found in at least 70% of the samples of these joint sets. Subsequently sites that were not covered 5× in all the merged single cell samples were removed. Lastly, all training samples that did not have 100% coverage of the sites obtained by these intersections were removed. This left 70,060 sites in 144 samples of the combined Reizel et al. and Stubbs et al. datasets. We used the same modelling approach to build the clock as described in the Stubbs et al. paper, with one exception; the methylation was binned in values of 20%, based on rounding off the methylation calls to assure there is no read-depth information encoded in the methylation calls.

### DNA methylation heterogeneity

Cells that had less than 1 million paired-end alignments or less than 500,000 CpG sites covered were discarded (Supplementary Fig. 9). To avoid biases that might occur due to different sequencing depths or number of cells between individuals, the data was down-sampled to 1 million reads for each cell and randomly selected 35 cells from each individual (two young and two old, Supplementary Table 1). ChIP-seq datasets for H3K4me3, H3K27me3, H3K36me3 in muscle stem cells and H3K27ac in myoblast were obtained from existing studies^20,27^. Bowtie2 and MACS2 were used for mapping and peak calling respectively.

We developed a heterogeneity score based on Hamming distances and Shannon entropy between cell pairs from the same sample. This value captures the properties we desire: (i) ability to detect cell-to-cell stochastic heterogeneity; (ii) not affected by population substructure; (iii) not biased by missing values. Specifically, let *r* be a matrix with methylation values of cells for a particular gene, each row corresponding to a cell and each column corresponding to a CpG site, and *w* be the weight corresponding to the number of covered CpGs within each pairs of cells. For each pair of cells (*c*), we then computed the Hamming distance (*D*) and the Shannon entropy score of the pairs (*S*) considering sites with coverage in both cells. Then weighted heterogeneity score of the regions is:

$$H(r) = \frac{{\mathop {\sum }\nolimits_{c = 1}^n w_c \times D_c}}{{\mathop {\sum }\nolimits_{c = 1}^n w_c}} \times \frac{{\mathop {\sum }\nolimits_{c = 1}^n w_c \times S_c}}{{\mathop {\sum }\nolimits_{c = 1}^n w_c}}$$

Here *D*_c_ is the normalised Hamming distance of a given a pair of cells, which measures the number of bits that are different in two binary sets:

$$D_c = \mathop {\sum }\limits_{i = 1}^k |x_i - x_j|$$

S_*c*_ is the joint Shannon Entropy between a pair of cells which measures the complexity of the pattern:

$$S_c = - \mathop {\sum }\limits_{i = 1}^k p_i \times \mathrm{log}_2(p_i)$$

Here *p* is the frequency of pairs of methylation values.

We validated our approach by applying the method in simulated data with increasing levels of methylation heterogeneity (Supplementary Fig. 11). We also observed that our algorithm is highly robust to missing data (Supplementary Fig. 11).

We applied this method across multiple genomic regions for each individual independently and then computed the average of young and old samples. Pairwise comparisons with fewer than four CpG sites were not considered in the analysis. Furthermore, to avoid misinterpretations because of poor coverage depth we excluded regions with: (i) <20 CpG sites, (ii) less than an average of two CpG sites covered per cell, (iii) less than 100 cell-to-cell pairwise comparisons. We also excluded regions with high coverage differences between ages (more than an average of 10 CpG sites or more than 200 cell-to-cell pairwise comparisons). A total of 63,823 genomic regions were used in the analysis (average window size = 2267 bp).

Coverage-weighted cell methylation values were used to calculate the mean methylation levels of each region. A normalised measure of DNA methylation heterogeneity was calculated for each region (from young or old samples) by fitting the score of heterogeneity as a function of the mean methylation levels and then calculating the distance to a rolling median of 1000 observations (Fig. 3g). Regions with less than 0.05 or more than 0.9 mean methylation levels were excluded from the analysis.

Differences between young and old DNA methylation heterogeneity values were Z-score normalised using a sliding window of 100 observations ordered by the mean value of young and old (Supplementary Fig. 21 and Supplementary Data 4). 

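The mean distance to the median was compared between ages for the 4930 genes that passed in every mouse. It was higher in old mice for 42.9% of genes, and the median difference was −0.0321. As the distance is centred on a rolling median within each mouse, this balance is largely set by the centring and does not show whether variability rose or fell. Of 50 extracellular matrix genes, 70.0% were higher, with a median of 0.0659. With single mice left out this share ran from 53.8% (without O5) to 73.2% (without O1), and it was 62.5% with equal cell numbers. The median then ran from 0.0470 (without Y4) to 0.0980 (without Y7), and was 0.0441 with equal cell numbers. *Dag1* had −0.194 in young and 0.179 in old mice (Z of 2.65; exact two-sided permutation test, n = 4 and 2, p = 0.133, the smallest possible), and *Sparc* −0.0937 and 0.168. Of the other extracellular matrix genes that the paper names, *Lamc3* (0.204), *Col4a2* (0.139) and *Mmp2* (0.0139) also had a higher mean in old mice, and *Cdh15* (−0.172), *Itgb1* (−0.106), *Col4a1* (−0.0774) and *Bgn* (−0.0730) a lower one. *Cebpb* had 0.116 in young and −0.612 in old mice.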

Same approach was used to calculate differences between young and old transcriptional heterogeneity (mean distance to the median) (Supplementary Fig. 19 and Supplementary Data 4).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Reporting Summary

Source Data

## Data Availability

Sequencing data have been deposited in GEO with the accession GSE121364. All other relevant data supporting the key findings of this study are available within the article and its Supplementary Information files or from the corresponding author upon reasonable request. The source data underlying Supplementary Fig. 2 are provided as a Source Data file. A reporting summary for this Article is available as a Supplementary Information file.

# Supplementary material for: Ageing affects DNA methylation drift and transcriptional cell-to-cell variability in mouse muscle stem cells
**Source:** Nat Commun. 2019 Sep 25;10:4361. doi: 10.1038/s41467-019-12293-4
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Differentially expressed genes between cells from young and old mice.

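The table of this supplement has 939 genes, of which 936 were tested on the summed counts. Its fold change column is headed as old over young, yet 925 of the 936 genes had the opposite sign to the log2 fold change of old over young computed here, and the rank correlation across genes was −0.579. The axis of Fig. 1c is labelled as young over old, and the column is read here in that way. Of the table's genes, 364 had an unadjusted edgeR p under 0.05 here and 282 were called by DESeq2. For 638 genes the column is above 3. These had a median of 13 young cells with a read, and 412 of them had reads in at most 2 old cells.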

File Name: Supplementary Data 2

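Of the 999 genes in this supplement, all were matched by name, and 422 were among the 1000 genes with the largest distance here. Across the 998 genes with both values, the study's distance and the one computed here had a rank correlation of 0.926. With a minimum mean of 50 RPM in place of 10, 728 genes were shared.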

Description: Top 1000 most variable genes across the entire data set.

File Name: Supplementary Data 3

Description: Top 200 genes correlated and anticorrelated with the similarity score to the young reference transcriptome.

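Of the 200 correlated genes in this supplement, 198 had a coefficient here, and all 198 were positive, with a median of 0.299. Of the 200 anticorrelated genes, 193 were negative, with a median of −0.118. Given the number of genes detected per cell, 143 of the correlated and 84 of the anticorrelated genes were positive.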

File Name: Supplementary Data 4

Description: Increase of transcriptional and methylation heterogeneity with age in promoter regions ( $\Delta$  : Old-young).

How the deposited data were processed for this re-analysis (not part of the article)

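Muscle stem cells with high Pax7-nGFP from the tibialis anterior muscle of 4 young and 2 old mice were measured by parallel single-cell methylation and RNA sequencing. The re-analysis used the RNA part. The authors trimmed the paired-end reads, aligned them to GRCm38 with HiSat2 and made raw counts per gene and cell with SeqMonk; the deposited table holds these counts without normalization for the cells that passed their filters. The annotation release and the use of strand in counting are not stated in the paper's text, so overlapping and near-identical genes are uncertain. The methylation data, the second experiment on all Pax7 positive cells, the BrdU experiment and the protein measurements were not analysed here. Supplementary Data 4 was not used here.

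All 377 columns were mapped to a mouse and all passed the paper's filters of 1000 genes and 100000 reads, so analyses without those filters, or with only the mice named in the paper, were identical to the ones reported. No 2 cells had identical counts. A cell had 101755 to 626142 reads on genes. For a gene at 0 reads, 3 reads is the upper 95% limit of counting error alone, and reads without molecular identifiers are not independent molecules.

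Mice were the replicates. Genes were tested on counts summed per mouse with edgeR 4.0.16 (TMM, quasi-likelihood test, Benjamini-Hochberg adjustment, threshold 0.05), with DESeq2 1.42.0 and limma 3.58.1 as alternatives in R 4.3.3. Measures with 1 value per mouse were compared by an exact two-sided permutation test, whose smallest p for 4 against 2 mice is 0.133. Levels per cell were RPM, and log values used a pseudocount of 1 RPM. The distance to the median used genes with a mean of at least 10 RPM and a rolling median over 100 genes; the paper's methods name a rolling average, and a rolling mean was an alternative. Cell-to-cell correlations used Spearman's rho over the top 500 genes of each mouse, and cohorts of 10 cells were drawn 1000 times. The frequency of expression is the share of cells with at least 1 read, as the mean of mice. Phases came from cyclone in scran 1.30.0. Other steps used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Thinning drew 100000 reads from each cell. Matching on genes detected paired each old cell with a young cell within 50 genes and left 119 cells of each age. Positions are those of the deposited table; ends come from GENCODE M21 where its start was the same.

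The choices of tests, alternatives and gene lists were made before the data were examined, except where the text says otherwise. Genes were named if the paper names them, or if they had the 5 largest rises or falls in frequency, the 5 highest or lowest coefficients of similarity, or the 5 largest distances over all cells. The rule also covered the largest changes among genes past the threshold of edgeR, of which there were none. Lists of extracellular matrix, translation, cell isolation and cell type genes were made from symbols. The extracellular matrix list includes genes that the paper had already named from these cells. By its literal rule the extracellular matrix list also takes *Itgb1bp1* and *Col4a3bp*, and the translation list takes Rps6k kinases and Eif2c genes. *Mymk* is not in the table under that symbol. Reads of *Xist* were absent in all mice and *Ddx3y* was detected in 48.0% to 70.5% of the cells of each mouse.

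The test across genes was tested on simulated data. With the dispersion of the summed counts (median 0.836), edgeR recovered 19 of 200 changed genes, or 9.5%, with 0 false calls. At a dispersion of 0.05 it recovered 196 of 200 with 11 false calls. A count of 0 called genes in this design therefore does not show that no gene changed. All simulated changes were larger on the log2 scale than those of *Fosb*, *Spry1* and *Btg1*, so recovery of changes of that size is not known. DESeq2 was neither simulated nor run on the other ways to split the mice. On simulated cells, the distance to the median found 100% of 200 genes with raised variance. The other simulated genes varied far less between cells than the median gene of these mice. A simulated mean correlation of 0.239 was found as 0.241, on normally distributed values without zeros and without a choice of genes. Neither check shows how the measures behave on counts as sparse as these.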

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

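*Dnmt3a* stood out because Y4 had 133 CPM, far above Y7 with 58.9 and Y8 with 50.0, while Y5 had 63.01. The gap from Y4 to the next mouse was 0.842 of the range of the 4 young mice, above the 95% critical value of Dixon's test. This was 1 of 36 groups of values tested, and chance alone passes about 1 in 20 groups, or 1.8 here. Y5 and Y8 shared the sequencing lane of Y4, which argues against the lane, and the 60 cells of Y4 were neither the most nor the fewest of a mouse. The share of cells with a *Dnmt3a* read was 23.3% in Y4 and 23.0% in Y7, so that Y4 did not stand apart in how many cells express the gene. O5 had 98.5 CPM, inside the young range, and O1 had 5.92, below it. A chance high value in few cells stays open, as does a difference of this mouse, and no biological explanation was tested.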

How the results depend on the processing

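The alternatives that add the sequencing lane as a covariate, that thin cells and then take a partial correlation, and that use the squared coefficient of variation over common genes were chosen after seeing the data. Where a result changed and no value below shows why, the cause was not tested. Using all deposited cells or only the mice with cells gave the reported values. No paired analysis was possible because the labels pair no young with an old mouse. With 1 old mouse left, the model assumes that it varies like the young mice. The exact p of 0.133 is the smallest that the two-sided test used here can give, and it says nothing about stability.

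Old minus young, the cell-to-cell correlation was −0.0855. It was negative in every alternative run: −0.115 with the top 200 genes, −0.0469 with the top 1000, −0.0417 with cells matched on genes detected, −0.0323 with the 97 genes detected in at least 90% of the cells of every mouse, and −0.00579 with 1 list of 500 genes. Leaving out single mice gave −0.0973 to −0.0736. Thinning, equal cell numbers, cells with at least 200000 reads and Pearson correlation moved it by less than the spread between mice. The share of draws in which the young cohort was higher was 98.6% to 99.8% with single mice left out.

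The distance to the median was higher in old mice by 0.0285, and by 0.0835 with a minimum mean of 50 RPM; in the other alternatives run it moved by less than the spread, down to 0.0123 for cells with at least 200000 reads. With single mice left out it was 0.0209 to 0.0357. The squared coefficient of variation over common genes was 0.843 in young and 1.04 in old mice (log10).

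The difference in expression frequency was −6.08 to −3.73 points with single mice left out, and that in genes detected per cell −493 to −284. Thinning to 100000 reads changed them from −4.94 to −4.91 points and from −401 to −391 genes, while for cells with at least 200000 reads they were −4.47 points (exact two-sided permutation test, n = 4 and 2 mice, p = 0.267) and −408 genes. In these cells the ages touched in frequency, with 20% in both Y8 and O1.

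edgeR called 0 genes, with 1240 at an unadjusted p under 0.05. It also called 0 without TMM, with equal cell numbers, with lane as a covariate (386 at an unadjusted p under 0.05) and without each mouse (1027 without Y5 to 1862 without O5). DESeq2 called 544 (192 higher and 352 lower in old mice), limma on mean log2 values 55 (21 higher and 34 lower), edgeR without a filter on low counts 16 (8 higher and 8 lower), and edgeR on cells with at least 200000 reads 1, *Cyp26a1*, a gene singled out after its values were seen. Without TMM the median log2 fold change of all genes was −0.23, against −0.06 with it. On data simulated at the dispersion of these mice, edgeR recovered 19 of 200 changed genes.

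The number of genes lower in frequency by over 15 points was 437. It was 57 at over 25 points, which is a stricter threshold by construction, and 355 (without Y7) to 781 (without O5) with single mice left out. The number higher was 37, and 99 without O1, 64 without Y7 and 57 with at least 200000 reads. The enrichment of extracellular matrix genes kept p-values from 2.8e-09 (without Y8) to 1.0e-04, the smallest that the matched draws can give, and 15 to 23 genes of the list were lower with single mice left out.

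On PC1 the difference between ages was 0.0188 to 0.381 with single mice left out, and on PC2, against 0.234, −0.111 (without Y5) to 0.916 (without Y8), with a change of sign also without O1 (−0.0305); the sign in each fit followed the component found with all mice over the same cells. With all mice, the PC2 difference was 0.596 with the study's own genes, where O1 (0.593) lay above the highest young mouse (Y8, 0.506), 0.485 with unit variance scaling, 0.351 with equal cell numbers and 0.287 after thinning. The number of cells outside G1 was 1 as deposited, after thinning and with at least 200000 reads.

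Of the genes ranked by similarity, 82.9% were positive. The share was 54.5% given genes detected, 54.9% with thinning as well, 72.7% for genes in at least 50% of cells, and 75.9% to 83.3% with single mice left out. The median coefficient of extracellular matrix genes was 0.136. It changed sign to −0.0155 given genes detected and to −0.0149 with thinning as well, and was 0.235 for genes in at least 50% of cells and 0.131 (without Y4) to 0.179 (without O1). That of translation genes was −0.0332. It changed sign to 0.0223 given genes detected, 0.0280 with thinning as well, 0.0207 given log reads and 0.0184 pooled over old cells. It was −0.0967 for genes in at least 50% of cells, and with single mice left out it ran from −0.0682 (without O1) to 0.0340 (without O5). The share of genes with a higher distance to the median in old mice was 41.9% to 44.6% with single mice left out, but the centring within each mouse largely sets this share.

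The median log2 fold change of the cell isolation genes was 0.14, and 0.050 (without Y7) to 0.43 (without Y5) with single mice left out. Its camera p of 0.0813 was 0.0277 without Y4 and 0.0074 without Y5, within a range of 0.0074 to 0.352, and fry gave 0.179 to 0.677.

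Among the genes the paper names, 179 values under the alternatives kept their sign and side of the threshold, 22 passed it and 15 changed sign. With limma, *Pax7* had −0.42, *Myod1* −0.24, *Bgn* −1.15, *Dnmt1* −0.030, *Tet2* −0.15 and *Tet3* −0.15. With lane as a covariate, *Myod1* had −0.57, *Myf5* 1.05 and *Tet3* −0.12. With at least 200000 reads, *Myf5* had 0.025, *Dnmt1* −1.01 and *Tet3* −0.96. With equal cell numbers, *Myf5* had 0.082 and *Tet3* −0.61, and without TMM *Fos* had −0.036. With single mice left out, *Myf5* ran from −0.57 to 0.19 (without O5; 0.038 without Y4), *Fos* from −0.020 (without Y7) to 0.27, *Bgn* from −0.17 (without O5) to 0.72, *Dnmt1* from −4.93 (without O5; −0.062 without Y8) to 1.33, *Dnmt3a* from −3.68 to 0.37 (without O1) and *Tet3* from −0.68 (without O1) to 0.93.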

Differences from the paper's values

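The paper reports 940 genes that differ between the ages, from a test that takes cells as replicates, where mice were the replicates here. edgeR called 0 genes, with 1240 at an unadjusted p under 0.05. None of the alternatives set before the data were examined comes within 1.5 times of the paper's number: DESeq2 called 544, limma 55, edgeR without a filter on low counts 16 and with cells of at least 200000 reads 1, and edgeR without TMM, with equal cell numbers and without each mouse 0. Of these, 282 of DESeq2, 45 of limma, 14 without a filter and 1 with at least 200000 reads are in the paper's list. Of the listed genes that the paper names in its text or in Fig. 1c, DESeq2 called *Ccnd1*, *Gas1*, *Cebpb*, *Ccl19*, *Fosb*, *Flnc*, *Mmp2*, *Col5a3*, *Sparc*, *Lamc3* and *Tet1*, limma called *Ccnd1*, *Gas1*, *Cebpb*, *Ccl11*, *Mmp2*, *Col5a3* and *Sparc*, and edgeR without a filter called *Cebpb* and *Flnc*. *Btg1* and *Egr1* were called in none of these.

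The paper has about 1.7% of the variance on PC1 in Fig. 1b, read by eye, where 3.36% was found here. With genes scaled to unit variance, an alternative set before the data were examined, it was 1.40% and no longer over 1.5 times apart. It stayed over 1.5 times with the study's own genes, with thinned cells, with equal cell numbers and without each mouse.

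The paper's column of log2 fold changes is headed as old over young, and 925 of 936 genes have the opposite sign here, so the following values are young over old. The paper has 1.834 for *Cebpb* where 5.04 was found here, −7.488 for *Ccl11* (−4.23 here) and −1.345 for *Lamc3* (−2.44 here). DESeq2, an alternative set before the data were examined, gave 5.03, −4.27 and −2.50, which differ as well. For *Gas1* the paper has 1.528 and the value here was 2.11, while DESeq2 gave 2.09, within the larger error.

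The paper states that the mean correlation of young cohorts was higher in every case. Here it was higher in 99.2% of draws, and in 95.6% for Y4 against O1. It lists *Lamc3* among genes that pass its threshold for a difference in expression frequency. Of the 8 genes listed there, 7 passed it here, all lower in old mice, and *Lamc3* rose by 11.5 points, from 18.9% to 30.5%, with a higher share in young mouse Y7 (36.5%) than in either old mouse. The paper's text describes fewer mice for the sequenced cells than the 8 in the sample labels, of which 6 have cells in the table.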

Other observations

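The test of *Gm8730* with *Rplp0* was chosen only after the result was seen. So was the use of 1 list of 500 genes to test the choice of genes within each mouse. That list was itself an alternative set before the data were examined.

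The lower cell-to-cell correlation in old mice was set against technical explanations. Thinning left 101.6% of the difference, which argues against depth. Cells of the other types listed are argued against by the share of cells with reads of 2 markers of another type, 0% in O1 and 4.41% in O5 against 4.55% to 5.41% in the young mice. In each mouse the share of cells with a *Col1a1* read equalled this share, and *Col3a1*, of the same list, was itself in 90.7% to 100% of the cells of each young mouse, at 1317 to 1509 RPM. *Pdgfra*, *Dcn* and *Lum* had 0 reads, and no cell had reads of 2 endothelial, immune or Schwann cell markers. Reads of 2 muscle fibre markers were found in 1.67% of Y4 cells and in no cell of the other mice, and reads of 2 myoblast markers in at most 4.55% of the cells of a mouse (Y5) and in no old cell. Single markers were more common, with *Myod1* in 40.9% to 55.4% of the cells of each mouse. What stays open is the sequencing lane, the thawing and plate of each sample, the number of genes detected and the choice of genes. By the paper's methods, samples were frozen and thawed, and cells of the same sample were sorted into a plate. Thawing and plate therefore cannot be told apart from the mouse. Y7 shared the lane of the old mice and had 0.270, the highest of the young mice, but this is 1 mouse and does not exclude an effect of the lane. With cells matched on genes detected, 119 of each age, 48.8% of the difference was left, so fewer genes per old cell may account for part of it. With 1 list of 500 genes, 6.78% was left, so part may come from choosing the most variable genes within each mouse; such a list draws on 253 young and 124 old cells and is not neutral either. Age stays open as an untested explanation, also of the fewer genes detected.

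For the lower expression frequency, thinning left 99.4% of the difference, which argues against depth. The median change nearest to 0 over 4 groups of genes by transcript length and 4 by GC content was −3.38 points, which argues against either as the whole explanation. The 50 most abundant genes of a cell took 27.78% of its reads in O5 and 33.3% in O1, and 23.3% to 25.5% in young mice. A few genes taking more of the counts may therefore contribute, but a cell with fewer genes detected also gives its top genes a larger share, so the order of the 2 stays open. The lane stays open as well: Y7 had 27.03%, the highest of the 6 mice, but is 1 mouse. So do the thawing and the plate of each sample, which cannot be told apart from the mouse. Age stays open as an untested explanation.

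For the higher distance to the median in old mice, Y7 had 0.433, inside the range of the 3 young mice of the other lane (0.397 to 0.441) and below O1 (0.441154) and O5 (0.455), a single value that leaves lane and age open. Age was not tested apart from other differences between these mice.

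The similarity of old cells to the young transcriptome rose with the number of genes detected, with a rho across cells of 0.896 in O1 and 0.907 in O5. The number of genes detected is a candidate explanation of the ranking of old cells. The rank order of genes was lost only in part given that number, with a rho of 0.456, and a difference between old cells that changes both stays open.

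Splitting the 6 mice by lane gave 0 genes in edgeR, with 813 at an unadjusted p under 0.05, and splitting by age gave 0 and 1240. As no gene was called by either, lane and age cannot be told apart for called genes. Among the 15 ways to take 2 of the 6 mice, the old pair had the most genes at an unadjusted p under 0.05, followed by Y4 and Y5 with 722, and 1 in 15 is not rare enough to exclude chance. The old pair also had the most genes lower in frequency by over 15 points, 437, followed by Y8 and O1 with 251. Y5 and Y7 against the other mice had 548 genes higher and 4 lower, a larger total than the 474 of the old pair. Genes with a read in at least 10 of the other cells and in none of the pair numbered 55 for the old pair, where 11.4 were expected, 60 for Y4 and Y5 (28.9 expected) and 57 for Y5 and O1 (34.6 expected).

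*Tmem189*, the gene with the largest fall in frequency, overlaps *Cebpb* on the opposite strand from 167688915 to 167689822 on chromosome 2. Across cells the levels of both rose together, with a rho of at least 0.746 in every mouse, and of the cells with a *Tmem189* read, all in 5 mice and 26 of 28 in O5 had a *Cebpb* read. Reads of *Cebpb* counted for *Tmem189* are a candidate explanation of its fall. Joint regulation of neighbouring genes would give the same rho and stays open, as does age.

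*Gm8730*, a processed pseudogene, ranged over 4.99 on the log2 scale between mice, and its share of the reads of *Gm8730* and *Rplp0* was 0.743% in O5, 11.0% in O1, 11.5% in Y4 and 42.4% to 43.3% in Y5, Y7 and Y8. The sum of both genes ranged over 1.21, so reads shared between them may explain the pattern. A variant of these mice against the reference stays open and was not tested. *Rpl21-ps7* had reads in 0% of Y7 and Y8 cells and in 44.6% to 88.2% of those of the other mice, a split that follows neither age nor lane.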
